A study of Homo sapiens with 42 samples. Its data were reported in "Transcriptional readthrough precedes alternative splicing programs triggered in CML cells by imatinib" (2026).

How the data were processed

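K562 is an established human cell line derived from chronic myeloid leukaemia, whose growth depends on the BCR-ABL1 kinase. The cells were left untreated (CTRL) or treated with 1 μM imatinib (IM), an inhibitor of that kinase, with 5 μM JTE-607 (JTE), a compound that targets the nuclease CPSF73 which cuts new transcripts at their 3′ ends, or with 110 mM KCl, an osmotic stress. Short-read libraries were made from poly(A) mRNA of whole cells (27 libraries in 9 groups) and from nuclear RNA depleted of ribosomal RNA (15 libraries in 5 groups), with 3 biological replicates per group.

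The deposited values are raw counts of read pairs per gene, which the authors made with featureCounts from trimmed and deduplicated reads aligned to hg38 with STAR. Only uniquely mapped reads were kept, so near-identical genes such as HBG1 and HBG2, or HBA1 and HBA2, lost the reads they share, and their counts are uncertain. Pairs over the exons of more than 1 gene were left out as ambiguous, which lowers the counts of overlapping genes and of the parts of annotated readthrough genes. The libraries keep strand, but no strand option was used in counting, so reads antisense to a gene were counted for it. Alignments with long introns were not allowed, which removes pairs that span them. Duplicate removal without molecular identifiers can lower the counts of the most abundant transcripts. Intervals from counts cover counting error only. The annotation release was not stated. The count tables held 58243 gene IDs, of which 57532 are in GENCODE 44, and 99.96% of those overlap their position there; 41836 have a symbol. No count column was without a sample.

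Library totals ran from 16439848 to 62953314 counts for mRNA and from 16175394 to 25103205 counts for nuclear RNA. Replicates of every group differed by more than sampling noise (the chi-square per gene ran from 2.37 to 62.5), so each library counted as 1 replicate. The lowest value was that of mRNA JTE 18h replicates 1 and 3, against 12.2 and 9.79 for the other pairs of that group. Why those libraries were so close was not tested.

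Genes were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test with robust dispersion, TMM normalization, filterByExpr), with all libraries of a fraction in 1 fit and 1 term per group. The common dispersion was 0.0284 for mRNA and 0.0176 for nuclear RNA. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 0.6 in either direction. The difference between the nuclear and the mRNA response was tested as an interaction in the 12 libraries concerned. Gene lists were tested with camera in limma 3.58.1 with a preset correlation of 0.01, beside fry and camera with an estimated correlation. Fry tests the genes of a list or class alone, while camera compares them with the other genes in the test. The read-in score of a library is the mean log2(CPM + 0.5) of tandem genes minus that of isolated genes. Both classes hold tested genes with a mean CPM under 10; a tandem gene starts within 10000 bases downstream of the 3′ end of a same-strand gene with a mean CPM of 10 or more and overlaps no gene, and an isolated gene neither overlaps nor lies within 10000 bases of such a gene on either strand. The antisense score uses convergent genes, whose 3′ end faces that of an expressed gene on the other strand. Scores were compared with exact 2-sided permutation tests, whose smallest p with 3 against 3 libraries is 0.1.

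The genes named were the members of an erythroid, an RNA processing and a signalling list, the genes of chimeric transcripts that the study names, and for each comparison with CTRL the 2 called genes with the largest rise and the 2 with the largest fall among those with a symbol, a mean CPM of at least 10 in the higher group and no overlap between treated and CTRL libraries. A further list held the replication-dependent histone genes, which have no poly(A) tail when processed normally. These rules, the tests and all alternatives but those named as later were fixed before the data were examined. The alternatives were DESeq2 1.42.0, other normalizations, no filter on low counts, no fold change threshold, fits of only the 2 groups, Spearman in place of Pearson, genes with a mean CPM of 10 or more, a replicate block, thinned counts, fits without genes that take over 1% of the counts, other read-in settings, and leaving out each library in turn. Fits with GC and length offsets and with 2 surrogate variables (sva 3.50.0) were chosen after seeing the data, as were the simulation in which only 1 of a pair of treatments changes genes, the read-in comparison of tandem genes by distance against 1 isolated class, the read-in tests with the replicate block and by pair of libraries, and the simulated correlations among genes with a mean CPM of 10 or more. A fold change against a group whose libraries all hold at most 3 counts is given as a lower bound.

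The replicate numbers come from the sample titles. Deviations from the group means over genes with a mean CPM over 10 were correlated between libraries with the same number. In nuclear RNA every same-number correlation with CTRL was above 0.1 (from 0.234 to 0.891), so the numbers pair those libraries; this also held for mRNA IM 18h with IM 1h (from 0.114 to 0.344).

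The tests were tried on simulated counts. Of 200 changed genes, the mRNA fit on 17252 genes recovered 89.5% with 4 calls among unchanged genes, the nuclear fit on 20661 genes recovered 95% with 13, and the interaction fit on 20359 genes recovered 85.5% with 5. These shares hold for the sizes of change that were simulated and not for smaller ones. They do not show how many changed genes were missed in a comparison with few calls. A rise of 0.5 on the log2 scale in the tandem class gave a score difference of 0.35 in the nuclear simulation, since the pseudocount understates changes of low genes.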

Results

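Gene counts were available for 42 libraries of K562 cells. The mRNA groups were CTRL, imatinib for 1, 6 and 18 h, JTE-607 for 1, 6 and 18 h, and KCl for 1 and 3 h. The nuclear RNA groups were CTRL, imatinib for 1 and 18 h, JTE-607 for 1 h and KCl for 1 h. Each group had 3 libraries. Total counts lay between 16439848 and 22505595 in all mRNA libraries except KCl 1h replicates 2 and 3, which held 62953314 and 42474454, and between 16175394 and 25103205 in nuclear libraries. After filtering, 18095 genes were tested in mRNA and 21929 in nuclear RNA. Positions are given on hg38.

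The first question was how gene expression changed over the course of imatinib treatment. At 1 h, 3 mRNAs were called against CTRL by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all of them lower. SOCS3 (ENSG00000184557, chromosome 17, 78356778 to 78360077) fell from 29.0 ± 4.43 to 3.38 ± 1.35 CPM (SD, n = 3; log2 fold change -3.11, SE 0.29, edgeR adjusted p 2.3e-06). CISH fell from 54.0 ± 17.2 to 15.8 ± 6.63 CPM (log2 fold change -1.77, SE 0.30, edgeR adjusted p 0.0367). ZFP36, named because the count was this low and after its values were seen, changed by -0.93 on the log2 scale (SE 0.14, edgeR adjusted p 0.0114). CISH lost the call in 4 and ZFP36 in 5 of the 6 fits that each left out 1 library, and 1 gene was called without CTRL replicate 1 or 2 or IM 1h replicate 2 or 3. The setting that moved the count most was the absence of a low-count filter, with 13 genes. This mRNA fit was unpaired. With the replicate block the count was 5, but the titled numbers did not pair these libraries with CTRL (correlations from -0.266 to 0.877). What a fit with other pairs would call was not tested. In nuclear RNA, 10 genes were called at 1 h, 1 higher and 9 lower; with the replicate number as a block, which pairs these libraries, the count was 69. It was 4 without CTRL replicate 2, IM 1h replicate 1 or IM 1h replicate 3. SOCS3 and CISH were again among the lower genes, with log2 fold changes of -3.27 (edgeR adjusted p 1.31e-07) and -2.15 (edgeR adjusted p 1.7e-05). CITED2 rose from 56.6 ± 2.68 to 96.2 ± 6.65 CPM (log2 fold change 0.77, edgeR adjusted p 0.014), a call lost when any of 5 of the 6 libraries was left out.

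At 6 h of imatinib, 1799 mRNAs were called, 1054 higher and 745 lower. EGR1 fell from 103.2 ± 59.3 to 5.37 ± 4.80 CPM (log2 fold change -4.24, SE 0.74, edgeR adjusted p 0.000603), and SOCS3 by 3.34 on the log2 scale. CYP3A5 rose by 3.27 (SE 0.34, edgeR adjusted p 1.92e-06) and ESPN by 3.81 (SE 0.86, edgeR adjusted p 0.0048); ESPN was no longer called without IM 6h replicate 3, with a log2 fold change of 1.54. At 18 h, 5513 mRNAs were called, 3116 higher and 2397 lower. SLC4A1 rose from 6.07 ± 2.33 to 562 ± 406 CPM (log2 fold change 6.53, SE 1.28, edgeR adjusted p 0.000432) and ESPN by 5.85 on the log2 scale. EGR1 fell to 1.62 ± 0.22 CPM (log2 fold change -5.99) and APOL4 changed by -5.02 (SE 0.38, edgeR adjusted p 2.02e-09). In nuclear RNA at 18 h, 7152 genes were called, 3777 higher and 3375 lower. ANO1, with no counts in CTRL, was at least 83.6-fold higher, BEST3 changed by 7.01, APOL4 by -5.71 and IL10RA by -5.21 on the log2 scale. Between 1 and 18 h of imatinib, 5301 mRNAs differed, 2958 higher at 18 h and 2343 lower. Between imatinib and JTE-607 at 18 h, 5474 mRNAs differed, 3020 higher with imatinib and 2454 lower.

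Lists fixed in advance were tested with camera and adjusted over 12 list tests. The signalling list (14 genes tested) was lower at 1, 6 and 18 h of imatinib, with median log2 fold changes of -0.40, -1.81 and -2.30 and camera adjusted p of 7.03e-23, 2.76e-18 and 6.98e-10; these calls held under fry and under an estimated correlation. At 1 h, 3 signalling genes were lower when adjusted over the list alone and 1 over all genes tested; at 18 h both counts were 13. Outside the 12 tests, the signalling median with JTE-607 at 1 h was -0.33 against the same CTRL libraries (unadjusted p 0.000622 with camera, 0.0635 under fry). With KCl at 1 h it was -0.07 (unadjusted camera p 0.343). Whether the 1 h fall differs between treatments was not tested. The erythroid list (11 genes) did not pass the threshold at 1 h (median -0.02, camera adjusted p 0.601; median -0.239 without IM 1h replicate 1 and 0.094 without IM 1h replicate 3) and rose at 6 h (median 0.61, adjusted p 0.0304) and 18 h (median 1.61, adjusted p 0.000747); under an estimated correlation neither rise passed the threshold, and under fry both did. The 6 h rise was not past the threshold without CTRL replicate 3 (median 0.34) or IM 6h replicate 3 (median 0.39). At 18 h, 7 of the 11 genes were called higher, over the list alone and over all genes tested. HBZ rose from 68.5 ± 29.4 to 580 ± 111 CPM and KEL from 52.6 ± 6.60 to 315 ± 38.8 CPM, with log2 fold changes of 3.08 and 2.58. HBE1, HBG1, HBG2, HBA1 and HBA2 rose by 1.92, 1.29, 1.61, 1.86 and 2.24, values that are uncertain for the paired copies because shared reads were not counted. HBG1 lost the call without CTRL replicate 3. GATA1, NFE2L1, FTH1 and UROD were not called at 18 h. The RNA processing list (8 genes) was lower at 6 h (median -0.26, camera adjusted p 0.00583) and at 18 h (median -0.51, adjusted p 0.0304), and did not pass the threshold at 1 h (median -0.02, adjusted p 0.536), where the median was 0.0376 without CTRL replicate 1 and -0.079 without IM 1h replicate 2. Both falls held under fry, and under an estimated correlation only the 6 h fall did (adjusted p 0.0499 and 0.0992). At 18 h SRSF1, SRPK1, GEMIN5 and WDR43 changed by -0.93, -0.62, -1.19 and -1.56 and RBM5 by 0.75. SRPK1 fell short of the fold change threshold without CTRL replicate 1 or 2. The counts over the list alone and over all genes tested were equal, with 1 gene higher and 4 lower at 18 h. The erythroid and RNA processing lists hold genes that the study named from these cells, so their counts over the list alone are not independent evidence. Of the chimera genes, TTLL3 rose by 0.87 in mRNA at 18 h of imatinib (SE 0.17, edgeR adjusted p 0.000189), and ARPC4 changed by -0.56, short of the fold change threshold unless CTRL replicate 2 or IM 18h replicate 2 was left out; both overlap an annotated readthrough gene and lose ambiguous reads.

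**Figure D1:**
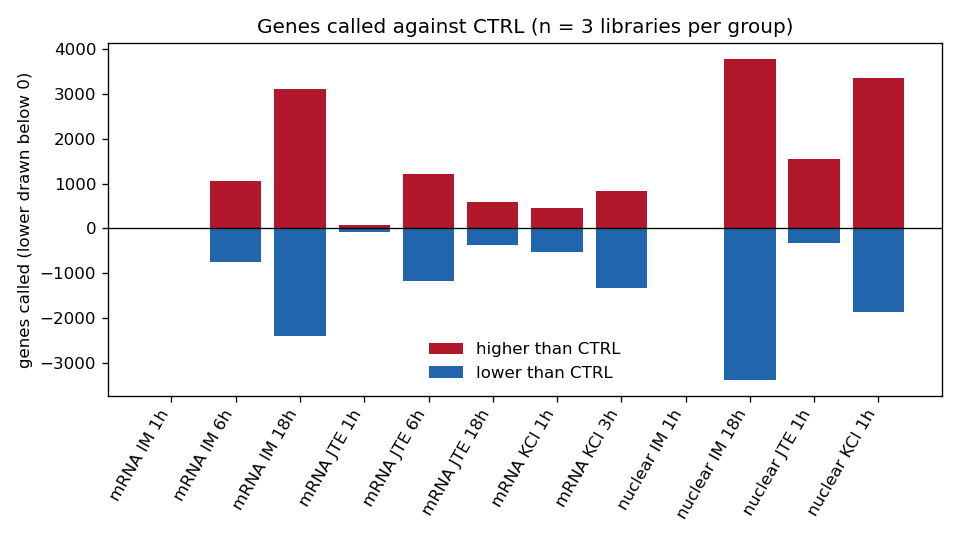
Genes called against CTRL by edgeR in each treated group (y axis, number of genes; lower genes drawn below 0), from 3 libraries per group. Calls at 1 h of imatinib numbered 3 in mRNA and 10 in nuclear RNA, against 5513 and 7152 at 18 h.

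JTE-607 was compared with CTRL to see the effect of blocking 3′ end cleavage. In mRNA, 154 genes were called at 1 h (70 higher, 84 lower), 2388 at 6 h (1217 higher, 1171 lower) and 975 at 18 h (596 higher, 379 lower). The 18 h count was 5.8e+02 without JTE 18h replicate 3 and 629 without replicate 1. The 1 h count rested on which libraries entered the fit: it was 5 with only the libraries of the 2 groups and 62 without JTE 1h replicate 3. TSPOAP1 (ENSG00000005379, chromosome 17, 58301228 to 58328760) rose from 2.19 ± 0.58 CPM in CTRL to 30.6 ± 6.90, 306.8 ± 29.2 and 227.8 ± 19.7 CPM at 1, 6 and 18 h, with log2 fold changes of 3.81, 7.13 and 6.70. It starts 2124 bases past the end of MIR142HG on the same strand. MASP2 rose by 1.92 at 1 h, a call lost without CTRL replicate 2 or JTE 1h replicate 3. AOC3 rose by 5.67 at 6 h and TBX10 by 3.46 at 18 h. The largest falls were in MIR17HG (-2.28) and ZNF526 (-1.27) at 1 h, F2RL3 (-2.91) and CCDC8 (-2.64) at 6 h, and SNAPC5 (-2.05) and UCP2 (-2.02) at 18 h. In nuclear RNA at 1 h, 1868 genes were called, 1536 higher and 332 lower. TSPOAP1 rose by 3.98 and DENND2B by 3.33, and ID1 and SOCS3 changed by -1.22 and -1.10. The histone list (42 genes) had median log2 fold changes of 0.05, -0.003 and 1.15 at 1, 6 and 18 h; the camera adjusted p was 0.0304, 0.186 and 4.66e-21. With the 1 gene at the count floor in CTRL set to its bound, the 18 h median was 1.10. The 1 h value was -0.15 and the 6 h value -0.22 without CTRL replicate 3. The 1 h call was lost without JTE 1h replicate 1 or 2, and the 6 h test passed the threshold without CTRL replicate 1 or 2 or JTE 6h replicate 3. Of the 3 tests, only the 18 h rise held under fry and an estimated correlation, with 19 genes higher over all genes tested and 26 when adjusted over the list alone.

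KCl gave 986 called mRNAs at 1 h (454 higher, 532 lower) and 2150 at 3 h (823 higher, 1327 lower). Fitting only the libraries of the 2 groups gave 465 at 1 h. GADD45B rose by 4.28 at 1 h and 7.18 at 3 h, FOS by 3.75 at 1 h, and FGF18 was at least 108-fold higher at 3 h. MIR223HG changed by -5.55 and -5.52 at the 2 times, the first of which lost its call without KCl 1h replicate 2, MIR17HG by -3.30 at 1 h and CD69 by -4.86 at 3 h. In nuclear RNA, 5227 genes were called at 1 h, 3362 higher and 1865 lower. AMPD1 and ADGRF2 were at least 87.9-fold and 75.1-fold higher; MIR223HG and MRPL20-DT changed by -3.51 and -2.37. Of the lower nuclear genes 17.2% were protein-coding, against 62.8% of the genes tested.

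Whether counts rose downstream of expressed genes was asked with the read-in score in nuclear RNA. The classes held 623 tandem, 621 convergent and 4608 isolated genes; 116 convergent genes were also tandem. In CTRL the score was -0.18 ± 0.07 (SD, n = 3). It was 0.29 ± 0.06 with JTE-607 at 1 h, a difference of 0.47, and 0.27 ± 0.13 with KCl at 1 h, a difference of 0.45; the exact permutation p was 0.1 for each, the smallest that 3 against 3 libraries allow. Imatinib gave differences of -0.04 at 1 h (exact p 0.6; -0.000325 without CTRL replicate 3) and -0.15 at 18 h (exact p 0.1). The score rests on reads over the exons of downstream genes, so transcripts that end before those exons are not seen. A score that does not rise therefore does not exclude readthrough. The study reported more readthrough with imatinib from long reads of nascent RNA, which the score does not measure. At 18 h of imatinib the tandem genes themselves did not fall: their median log2 fold change was 0.05, with 111 called higher and 61 lower, while that of the isolated genes was 0.31. Over the 8 scores, the camera adjusted p was 1.96e-20 for JTE-607, 9.4e-06 for KCl, 0.135 for imatinib at 1 h and 0.0602 at 18 h. The imatinib values lay near the threshold: 1 h passed it without CTRL replicate 1 (adjusted p 0.0277) or IM 1h replicate 3 (0.0253), and 18 h without CTRL replicate 1 (0.0179) or 2 (0.0366) or IM 18h replicate 2 (0.0475) or 3 (0.0213). Neither the JTE-607 nor the KCl rise passed under camera with an estimated correlation (adjusted p 0.0762 and 0.333). Fry tests the genes of a class alone and not against isolated genes, so it does not test the score. It found the tandem genes higher with both treatments (fry adjusted p 4.06e-05 and 1.72e-06). At 18 h of imatinib its direction was up (fry adjusted p 0.385) although the score fell. The replicate numbers pair these libraries, and within pairs the tandem score was higher in 3 of 3 with JTE-607 and with KCl and lower in 3 of 3 at each imatinib time; the exact sign-flip p was 0.25 for each, the smallest that 3 pairs allow. With the replicate block the camera adjusted p was 0.0857 for imatinib at 1 h and 0.077 at 18 h, and the JTE-607 rise passed under an estimated correlation (adjusted p 0.0339). The antisense score rose by 0.41 with JTE-607 (camera adjusted p 1.93e-16) and 0.45 with KCl (1.81e-05), and changed by -0.06 and -0.17 with imatinib at 1 and 18 h (camera adjusted p 0.0169 and 0.0453, not past the threshold under fry or an estimated correlation, nor when certain single libraries were left out; with the block 0.00913 and 0.0545). The imatinib 18 h tandem value turned to 0.00985 when only genes with a mean of at least 50 counts were kept.

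**Figure D2:**
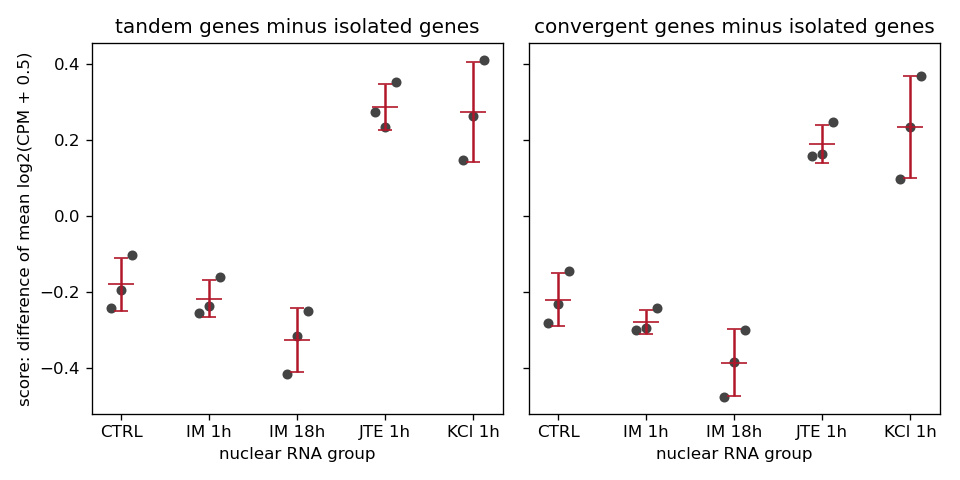
Read-in score of each nuclear library (points; y axis, difference of mean log2(CPM + 0.5)) for tandem genes on the left and convergent genes on the right, with the mean and SD of 3 libraries per group. Every JTE 1h and KCl 1h library lay above every CTRL library in both panels.

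The last comparisons asked how far responses were shared. Across 16728 genes tested in both fractions, the log2 fold changes in nuclear RNA and mRNA had Pearson r of 0.86 for imatinib at 18 h, 0.76 for KCl at 1 h, 0.52 for JTE-607 at 1 h and 0.05 for imatinib at 1 h (Spearman rho 0.87, 0.57, 0.33 and 0.09). Among genes with a mean CPM of 10 or more, r was 0.968, 0.696, 0.384 and 0.464 in that order. For imatinib at 1 h, r over all genes was -0.0104 without mRNA CTRL replicate 3 and 0.0917 without mRNA CTRL replicate 2. These are correlations across genes, which are not independent replicates. A direct test of the difference between fractions called 141 genes for KCl at 1 h (124 with the higher value in nuclear RNA), 18 for imatinib at 18 h, 12 for JTE-607 at 1 h and 0 for imatinib at 1 h, where 395 genes had an unadjusted p under 0.05. Without a low-count filter the KCl count was 400. Leaving out nuclear CTRL replicate 2 gave 60 genes for KCl and 9 for imatinib at 18 h, and leaving out mRNA CTRL replicate 1 gave 1 for JTE-607. Within mRNA, comparisons share the CTRL libraries, and simulated groups with no change gave r between 0.48 and 0.58. The observed r was 0.26 for imatinib at 1 h with 18 h, 0.28 for imatinib with JTE-607 at 18 h and 0.54 for JTE-607 with KCl at 1 h. None lay above the simulated range. The simulated libraries were drawn independently, while real CTRL libraries shared deviations with treated ones (correlations up to 0.877 for IM 1h). The simulated limits may therefore overstate what shared controls give, and a value within them does not exclude a shared response. When 1 treatment kept its fitted changes and the other was left unchanged, simulations gave r up to 0.23, 0.23 and 0.30, below the observed values. For imatinib at 1 h with 18 h the observed r was 0.421 without CTRL replicate 2 and 0.128 without IM 1h replicate 1, the latter below the limit simulated with all libraries; no simulation was made with a library left out. Among the 8822 genes with a mean CPM of 10 or more, the observed r was 0.289, 0.255 and 0.213, against simulated r of up to 0.167, 0.176 and 0.368 when 1 treatment changed, so JTE-607 with KCl at 1 h no longer lay above that limit.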

Values the study reported

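The study reported that 78% of the genes with high readthrough at 1 hour of imatinib went down over the following time points. For JTE-607, it reported 1491 genes with readthrough after 1 hour, of which 133 were lower at 6 hours and 73 at 18 hours.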

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

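The tests of depth, of time in culture and of genes with a large share of the counts, and the counts of other splits of the libraries, were chosen after the results were seen. The overlap test was chosen before.

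The 18 h and 1 h imatinib effects in mRNA differed in a direct test of the libraries, with 5301 genes. Genes taking most of the counts are not the source, since 5305 genes were called without genes over 1% of the counts. Depth is not the source either, since 4967 were called after thinning. Of the 10 splits of the 6 libraries, 1 (the real one) gave as many genes, and the next highest count was 0; with 3 against 3 libraries that share cannot go below 0.1. Of the 4 splits that part all 3 pairs, 1 gave as many. Time in culture alone is argued against, since the JTE 18h libraries had the same 18 h and only 290 of the 5301 genes (5.47%) were called in the same direction there against CTRL. JTE 18h had 975 calls in all, which limits that share. With imatinib at 18 h 4712 were called in the same direction, but the same libraries define the 5301 genes, so that count is not independent. A part played by time stays open, as the untreated libraries carry no time point. The duration of imatinib exposure stays open as an untested biological explanation.

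Nuclear RNA and mRNA responded differently to KCl at 1 h in a test of the interaction, with 141 genes. Of the 25 splits of the libraries that were counted, a subset of those possible, 1 gave as many, and the next highest count was 0. These splits mix treated and CTRL libraries, so the KCl effect itself widens the spread within the mixed groups. Low counts could follow even if both fractions responded alike, so the splits decide nothing here. Reads left out where genes overlap are not a likely source, as 48.2% of the called genes overlap another gene, against 68.1% of the genes tested. The mRNA KCl 1h replicates 2 and 3 were the deepest libraries, and 83 genes were called after thinning all libraries to 1 depth. Thinning lowers power everywhere, so it leaves depth open. The count was 60 without nuclear CTRL replicate 2. A difference between newly made nuclear RNA and stored mRNA may underlie it, which was not tested.

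For JTE-607 at 1 h the interaction test called 12 genes, 1 of 25 splits gave as many, and thinning left 4, so depth stays open. The count was 1 without mRNA CTRL replicate 1, and between 1 and 10 across the 12 fits that each left out 1 library. For imatinib at 18 h it called 18 genes, 1 of 25 splits gave as many, and 13 genes were called after thinning, which argues against depth. The count was 9 without mRNA IM 18h replicate 2 or nuclear CTRL replicate 2. As with KCl, the splits mix treated and CTRL libraries, so they decide nothing for JTE-607 at 1 h or imatinib at 18 h. For imatinib at 1 h, with 0 genes, the 25 of 25 splits with as many were bound to occur and decide nothing. The highest count among those splits was 331. The fraction is confounded with the library method, poly(A) selection against ribosomal RNA depletion, in every one of these tests. A biological difference between fractions stays open as untested.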

How the results depend on the processing

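The fits with 2 surrogate variables, with GC and length offsets and of the read-in scores with the replicate block were chosen after seeing the data, and surrogate variables can give too many calls. The direction of change held under every alternative run for the signalling list at 1, 6 and 18 h, for the erythroid list at 18 h and for the JTE-607 and KCl read-in scores. Except where a value or the setting itself shows it, the cause of a change was not tested.

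Without the fold change threshold, the mRNA counts were 2898 for IM 6h and 1663 for JTE 18h. Fitting only the 2 groups, with fewer libraries to estimate the spread, gave 465 for mRNA KCl 1h, 1 for IM 1h and 5 for JTE 1h. Without a low-count filter there were 13 calls for mRNA IM 1h, 237 for JTE 1h, 8022 for nuclear KCl 1h and 48 for nuclear IM 1h. The same setting gave interaction counts of 2 for IM 1h, 61 for IM 18h, 62 for JTE 1h and 400 for KCl 1h. DESeq2 gave 6 for mRNA IM 1h, 31 for nuclear IM 1h, and interaction counts of 34 for IM 18h, 30 for JTE 1h and 393 for KCl 1h. Library size in place of TMM gave 17 for nuclear IM 1h. Thinned counts gave interaction counts of 4 for JTE 1h and 83 for KCl 1h. With 2 surrogate variables there were 5 calls for mRNA IM 1h, 330 for JTE 1h, 1897 for JTE 18h and 42 for nuclear IM 1h.

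Where the numbers pair the libraries, the replicate block gave 69 calls for nuclear IM 1h, or 37 with GC and length offsets in the same fit. The other counts were 5683 for nuclear KCl 1h (462 genes gained, 6 lost), 7638 for IM 18h (514 gained, 28 lost), 2514 for JTE 1h (647 gained, 1 lost) and 5735 for mRNA IM 18h against IM 1h (462 gained, 28 lost), each within 1.5 times the count without it. Of the 8 read-in and antisense tests, the block changed 1 call, that of the antisense score for IM 18h, which was no longer past the threshold (-0.166, camera adjusted p 0.0545). In mRNA the numbers did not pair the treated libraries with CTRL: same-number correlations ran from -0.367 to 0.122 for IM 18h, for example, and from -0.08 to 0.27 between IM 18h and JTE 18h. With the block, those mRNA counts were 5 for IM 1h, 2331 for IM 6h, 5948 for IM 18h, 258 for JTE 1h, 2775 for JTE 6h, 1444 for JTE 18h, 1200 for KCl 1h, 2459 for KCl 3h and 5932 for IM 18h against JTE 18h. The interaction counts were 0 for IM 1h, 30 for IM 18h, 19 for JTE 1h and 310 for KCl 1h. The block gave list medians of -0.505 for RNA processing at IM 18h and 0.0437 for histones at JTE 1h, both with a camera adjusted p of 0.0502.

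Under fry the histone median at JTE 1h was the same 0.0542 with an adjusted p of 0.724. The read-in score passed the threshold for IM 1h at 50000 bases (-0.0523, camera adjusted p 0.0145) and for IM 18h at 50000 bases (-0.178, adjusted p 0.0259) and at a mean CPM of 5 (-0.145, adjusted p 0.049). For IM 18h it was 0.00985 among genes with at least 50 counts, where its direction turned. The antisense score for IM 18h was -0.138 at 5000 bases and -0.0699 among genes with at least 50 counts. Among genes with a mean CPM of 10 or more, r was 0.213 for JTE 1h with KCl 1h, and between fractions 0.464 for IM 1h, 0.968 for IM 18h and 0.696 for KCl 1h. Spearman gave 0.334 for JTE 1h and 0.574 for KCl 1h between fractions.

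Across the fits that each left out 1 library, calls ran from 1 to 3 for mRNA IM 1h, 62 to 158 for JTE 1h, 5.8e+02 to 874 for JTE 18h and 4 to 9 for nuclear IM 1h. The lowest JTE counts came without replicate 3 of the treated group, and the lowest nuclear IM 1h count without CTRL replicate 2, IM 1h replicate 1 or IM 1h replicate 3. Interaction counts ran from 9 to 19 for IM 18h, 1 to 10 for JTE 1h and 60 to 166 for KCl 1h. List medians ran from -0.239 to 0.094 for erythroid genes at IM 1h, where the camera direction turned without CTRL replicate 2 (0.0713) or IM 1h replicate 3 (0.094) and the median was also above 0 without IM 1h replicate 2 (0.008), and from 0.344 to 0.794 at IM 6h. RNA processing at IM 1h ran from -0.079 to 0.0376, with the camera direction turning without CTRL replicate 1 (0.0376) or IM 1h replicate 1 (-0.0142). Histones ran from -0.153 to 0.268 at JTE 1h and from -0.218 to 0.196 at JTE 6h, with the camera direction turning without CTRL replicate 3 (-0.153 and -0.218). The JTE 1h median was also below 0 without JTE 1h replicate 1 (-0.123) or 2 (-0.0368). The JTE 6h median, just under 0 with all libraries, rose above 0 without CTRL replicate 1 or 2 or JTE 6h replicate 2 or 3. The read-in score ran from -0.0642 to -0.000325 for IM 1h and from -0.178 to -0.0998 for IM 18h, past the threshold in 2 and 4 of the 6 fits each, with camera adjusted p from 0.0253 to 0.953 and from 0.0179 to 0.146. The antisense score ran from -0.0845 to -0.0182 and from -0.2 to -0.116. Between fractions, r ran from -0.0104 (without mRNA CTRL replicate 3) to 0.0917 (without mRNA CTRL replicate 2) for IM 1h, 0.814 to 0.854 for IM 18h, 0.357 to 0.517 for JTE 1h, lowest without mRNA JTE 1h replicate 3, and 0.704 to 0.752 for KCl 1h.

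Of 504 fits for 63 pairs of a gene and a comparison, 24 lost a call, 2 gained one and 0 reversed; the losses fell on 9 pairs and each came from leaving out 1 library. Without single libraries ESPN at IM 6h had a log2 fold change of 1.54, HBG1 at IM 18h 1.03, MIR223HG at KCl 1h -5.16 and MASP2 at JTE 1h 1.60 or 1.69. Depth limits the genes with few counts, for which the read-in scores understate changes.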

Other observations

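For the JTE-607 read-in, the proximity and GC tests and the comparison of distances by score were chosen before their results were seen, as were both tests of the KCl loss of non-coding RNA. The other tests here were chosen after, including the distance test with 1 isolated class, which was added on seeing that the KCl score rose with distance.

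In nuclear RNA, tandem genes rose with JTE-607 and KCl at 1 h. Proximity alone is argued against, since 342 genes diverging from an expressed gene had a median log2 fold change of -0.073 with JTE-607 and -0.113 with KCl. In a fit with both the replicate block and GC and length offsets, the tandem minus isolated median was 0.96 and 0.944. The score at 5000 bases minus that at 50000 bases was 0.164 for JTE-607 and -0.494 for KCl, but that setting changes both gene classes at once and decides nothing alone. Against 1 isolated class of 2328 genes with no expressed gene within 50000 bases, 401 tandem genes within 5000 bases, 222 at 5000 to 10000 and 763 at 10000 to 50000 had medians of 1.04, 0.92 and 0.30 with JTE-607 and 1.00, 1.79 and 1.44 with KCl. The isolated median was 0.07 in both. The fall of 0.74 from the nearest to the farthest genes is consistent with JTE-607 read-in that fades with distance. The value for KCl, -0.44, argues against such fading within 50000 bases, so the KCl rise may reach farther or have another source, which was not tested. Whether the 2 treatments differ in this was not tested directly. Convergent genes rose by 0.916 with JTE-607, which may come from counting without strand, but antisense transcription of their own cannot be told apart from it in counts that hold no strand.

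TSPOAP1 was at or near the top of the JTE-607 rises in both fractions, and its neighbour MIR142HG was looked up after that was seen. In nuclear RNA, TSPOAP1 changed by 3.98 and MIR142HG by -0.63 on the log2 scale with JTE-607, and by 2.67 and -1.98 with KCl. In mRNA with JTE-607, MIR142HG changed by -1.03, 0.37 and 0.28 at 1, 6 and 18 h (edgeR adjusted p 0.524, 0.629 and 0.756), so it was not called where TSPOAP1 rose most. The JTE-607 fall of MIR142HG was no longer called without nuclear CTRL replicate 3 or JTE 1h replicate 1 or 2. No explanation was tested for this pair.

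In mRNA, CTRL replicates 1 and 2 did not follow their numbers. CTRL 1 correlated with IM 1h replicate 2 at 0.833 and with replicate 1 at -0.236, CTRL 2 with IM 1h replicate 1 at 0.831, and CTRL 3 with replicate 3 at 0.877. The exchanged order gave the higher correlations in 8 of 8 treated groups. Numbers of the 1 h treated groups paired with each other, with correlations of at least 0.729. An exchange of the numbers of CTRL 1 and 2 is a candidate explanation, and the study's supplement argues for it. There the total of CTRL 1, 18333127 counts, stands under replicate 2, and that of CTRL 2, 19031221, under replicate 1. The totals of the other mRNA libraries match by number. The block fits against mRNA CTRL may therefore have used wrong pairs. The exchange would leave every comparison without the block as it is, and no exchanged fit was run. The mRNA counts, that of 3 at IM 1h among them, come from fits without pairs and do not show what a paired fit would call. No biological explanation was tested.

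Histone genes rose in mRNA with JTE-607 at 18 h. With imatinib at 18 h the mRNA median was 0.5978, with 16 of 42 genes called higher and 0 lower. That rise, in 36 of 42 genes, had an unadjusted p of 0.000223 with camera, 0.00645 under fry and 0.317 under an estimated correlation, and 9 of the 19 genes called higher with JTE-607 were also called higher with imatinib. Whether the rise belongs to JTE-607 alone therefore stays open. In nuclear RNA at 18 h of imatinib the list, with 51 genes tested in that fraction, had a median of -0.305, with 11 genes lower and 1 higher. With the replicate block the JTE-607 median was 1.18. The numbers do not pair these libraries with CTRL (correlations from -0.165 to 0.055), so the block decides nothing here. Whether the rises differ was not tested. A change in the cell cycle, or histone RNA with a poly(A) tail, could each give such a rise, and neither was tested.

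Lower nuclear calls with KCl at 1 h were mostly not protein-coding. In a fit with both the replicate block and GC and length offsets 18.4% were coding, near the 17.2% of the main fit. That argues against GC or length bias as the whole cause. Low counts explain part of it at most, since among genes with a mean CPM of 10 or more 56% of 193 lower calls were coding, against 94.7% of 9309 tested. Loss of short-lived RNA when transcription falls is a possible explanation that was not tested.

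Each of the 8 mRNA and 4 nuclear comparisons with CTRL, and the comparison of imatinib with JTE-607 at 18 h, had 1 of 10 splits with as many calls, the real one. The next highest count was 0, or 1 for imatinib against JTE-607. In 3 against 3 libraries that share cannot go below 0.1.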
